# Gene Expression Profile in Peripheral Blood Nuclear Cells of Small Ruminant Lentivirus-Seropositive and Seronegative Dairy Goats in Their First Lactation

**DOI:** 10.3390/ani11040940

**Published:** 2021-03-26

**Authors:** Joanna Pławińska-Czarnak, Alicja Majewska, Joanna Zarzyńska, Janusz Bogdan, Jarosław Kaba, Krzysztof Anusz, Emilia Bagnicka

**Keywords:** goat, peripheral blood nuclear cells, small ruminant lentivirus, microarray, gene expression, GPR37, GIMAP2, SSC5D, SETX

## Abstract

**Simple Summary:**

Caprine arthritis encephalitis, caused by small ruminant lentivirus (SRLV), is a disease that develops with various signs in adult goats, e.g., arthritis, mastitis, and progressive weight loss, while in goat kids, the disease presents with only neuropathy and extremely rarely. The disease results in reduced milk production and economic losses in herds of goats. Previously described changes in single gene expression do not fully explain all the processes occurring in the infected goats. Therefore, the present study describes the first use of a transcriptomic array designed specifically for goats in Poland. Its aim was to investigate the gene expression profiles of peripheral blood nuclear cells from SRLV-seropositive and SRLV-seronegative goats using a custom-made *Capra hircus* gene expression array. Just four genes out of ~50,000 were found to have differential expression; moreover, changes in their expression suggest an active inflammatory mechanism in SRLV-seropositive goats at the early stage of SRLV infection.

**Abstract:**

The immune response to a viral antigen causes inflammatory cell infiltration to the tissue, which creates a suitable environment for the replication of the virus in macrophages, and the recruitment of more monocytes to the site of infection, or latently infected monocytes. The aim of the study was to analyze the transcriptomic profile of peripheral blood nuclear cells isolated from SRLV-seropositive and SRLV-negative goats at the peak of their first lactation. SRLV-seropositive goats were probably infected via colostrum. Custom transcriptomic microarrays for goats were designed and developed, namely the *Capra hircus* gene expression array, which features ~50,000 unique transcripts per microarray. Only four genes were differentially expressed, with up-regulated expression of the GIMAP2, SSC5D and SETX genes, and down-regulated expression of the GPR37 gene in SRLV-seropositive vs. SRLV-seronegative goats. However, in an RT-qPCR analysis, the result for the SETX gene was not confirmed. The differences in the expressions of the studied genes indicate an active inflammatory process in the SRLV-seropositive goats at the early stage of infection.

## 1. Introduction

Small ruminant lentivirus (SRLV) belongs to the Retroviridae family. This is the single-stranded RNA virus. It causes caprine arthritis encephalitis in goats and maedi-visna in sheep [1]. Caprine arthritis encephalitis (CAE) is a chronic disease that is particularly prevalent in herds of dairy goats. CAE was first described in the United States in 1974 [2]. Since then, CAE has been reported all over the world, and its presence was confirmed in Poland in 1996 [3,4]. The SRLV can be easily transmitted from infected does to their suckling kids via colostrum and milk. Horizontal transmission can also occur through water and air exhaled from infected animals, although this requires long direct and indirect contact between goats [5,6]. Nowicka [7] reports that SRLV-seropositive bucks can encourage the spread of SRLV infection in goat herds.

According to Blacklaws [8], natural infection of SRLV takes place as a result of infiltration into dendritic cells of the mucous membranes of the respiratory tract or intestine by the virus, with cells then migrating to nearby lymph nodes. The virus infects monocytes and, using reverse transcriptase enzymes, forms a provirus, whereby DNA is integrated into the host genome. Infected macrophages can leave the lymph node and cause systemic infection. Persistent infection occurs through the infection of bone marrow cells, myeloid stem cells, or myeloid precursors [9]. Infected monocytes migrate to other tissues, e.g., those of the udder and lung, where they differentiate into tissue macrophages. As this process is very slow, the disease likewise develops slowly, with clinical symptoms manifesting as late as 12 months after infection [4]. Unlike most other members of the genus, such as the human, simian, or feline immunodeficiency viruses (HIV, SIV, and FIV, respectively), SRLV is unable to infect lymphocytes [10]. This difference is probably why immunosuppression and opportunistic infections are not hallmarks of lentiviral infections in small ruminants. However, the fact that the expression of some cytokines and acute phase proteins in blood leukocytes differ between SRLV-seropositive (SRLV-SP) and SRLV-negative (SRLV-SN) goats suggests that the virus does impact immunity [11,12,13].

SRLVs produce lifelong infections, which can remain dormant for a long time; however, eventually the virus elicits clinical and pathological symptoms. There are several clinical presentations, such as polyarthritis and induration of the udder with hypogalactia. Chronic interstitial pneumonia and wasting syndrome can also occur, with chronic progressive polyarthritis being the most common [14]. Neurological symptoms are observed only in goat kids, and they are quite rare [15]. Immune activation, including the response to the viral antigen, causes inflammatory cell infiltration into the tissue. This response creates a suitable environment for the replication of the virus in macrophages, the recruitment of more monocytes to the infection site, or greater latent infection in monocytes [8]. Several studies have explored the influence of the infection on the productivity of affected herds [12,16]. In some studies, SRLV infection seems to reduce milk yield, but these studies considered only uniparous or multiparous does. Nowicka et al. [7] report that fat and protein contents were also reduced, but only if allowance of the supplementary feed was low.

The occurrence of individual clinical symptoms depends on the genetic factors of the virus and the host organism. Our comparative studies between SRLV-SN and SRLV-SP goats in terms of milk yield and changes in basic milk production parameters revealed a decrease in the amount of milk secreted and an increase in the number of somatic cells in the milk of SRLV-SP goats [17]. This finding was particularly evident in goats in their first and second lactations and is probably related to the multiplication and spread of the virus in the mammary gland, as well as the destruction of galactopoietic cells in the developing mammary gland. We hypothesized that due to the nature of the lentiviral infection, the virus could influence the regulation of gene expression.

As mentioned above, some studies on the influence of SRLV infection on immune-related genes have been conducted. Decreased expressions of IL-1α, IL-1β, IL-6, and IFN-γ were found, in addition to increased TNFα expression in the blood leukocytes of the SRLV-seropositive goats [11,18]. Moreover, higher expression levels of the SAA and Hp genes have been found in blood leukocytes of SRLV-seropositive animals [12]. However, information about the influence of SRLV infection on gene expression is still limited, and further studies are needed to fully understand the processes occurring in infected goats. Previous studies have determined differences in gene expression between two major Polish goat breeds, PWI and PFI. When the transcriptomic profiles of SRLV-SN PFI and PWI goats were compared, significant changes were found in the expression of the gene encoding the *Capra hircus* agouti signaling protein (ASIP), which is responsible for the color of the goat (*p* ≤ 0.05). In that study, a hierarchical grouping of transcriptomic profiles of three biological materials (milk somatic cells, milk fat globules, and PBNCs) from these two goat breeds showed three different subgroups of clusters corresponding to the examined material, which confirmed that the main factor causing the clustering was the origin of the sample, not the breed of the goat [19].

Taking this into account, the aim of this study was to investigate the gene expression profiles of peripheral blood nuclear cells (PBNCs) from SRLV-SP and SRLV-SN goats of two Polish goat breeds using a custom-made *Capra hircus* gene expression array.

## 2. Materials and Methods

### 2.1. Animals

Two Polish goat breeds were chosen for this study: Polish White Improved (PWI) and Polish Fawn Improved (PFI). Four SRLV-SN goats (*n* = 4) and four SRLV-SP goats (*n* = 4) in the peak of the 1st lactation (70–80 day of lactation) were used in the experimental group, while seven SRLV-SN goats in their fourth lactation were used as reference group animals (PWI *n* = 4 and PFI *n* = 3). The animals were born and maintained in the Experimental Farm of the Institute of Genetics and Animal Biotechnology in Jastrzębiec, Poland (IGAB). The animals were kept in two groups (i.e., the SRLV-SN goats were kept separately from SRLV-SP goats), in separate pens, where water and hay were given ad libitum. Maize silage with concentrates was supplied according to the average milk yield of the goats in the group. In the summer period, the diet was supplemented with green forage, by grazing on pasture. The goats were fed according to the system developed by the Institut National de la Recherche Agronomique (INRA) of France and adopted by the Research Institute of Animal Production Poland [20]. After the study, the goats were maintained in the experimental farms’ (IGAB) productive system.

### 2.2. Serodiagnosis of SRLV

SRLV infection was confirmed or ruled out based on the results of ELISA analysis of serum samples from animals selected for the research groups. All serological examinations were performed using two ELISA tests (ID Screen MVV/CAEV Indirect-Screening test, ID.vet, Grabels, France and IDEXX CAEV/MVV Total Ab Screening Test, IDEXX Laboratories, Inc., Westbrook, ME, USA) [21]. The tests have been conducted regularly every six months in this herd for 20 years, with the first test for the animal occurring at the age of six months. During the study, tests were also performed twice a year to identify new potential infections and to eliminate infected animals from the control group. The presence of the virus in the herd was also confirmed by its isolation [22]. All goats were asymptomatic: none demonstrated any sign of CAE, regardless of serological status.

The goats were under the constant care of a veterinarian, and animals with clinical signs of any other diseases were excluded from the study. At the same time, each goat involved in the study was clinically examined by a specialist who was a Diplomate of the European College of Small Ruminant Health Management (coauthor JK). As the first antibodies may appear as late as one year after the onset of infection [21], the samples for microarray analysis were collected from all goats at the peak of their first lactation, e.g., at the age of 1.5 years. The group of SRLV-SN animals was isolated from their mothers after being born, prior to colostrum collection, and only those that showed no seroconversion until the end of the studied lactation were included. The SRLV-SP group received colostrum from their SRLV-SN mothers and only included goats that were determined to be SRLV-SP by ELISA at the age of six months, as well as in the subsequent tests conducted every six months. The does included in the SRLV-SN group were separated from their mothers, regardless of the mother’s serological status, and fed cow’s colostrum for the first five days followed by milk replacer (Sprayfo Primo Goat Kid, Trouw Nutrition, Grodzisk Mazowiecki, Poland) [23]. The SRLV-SN goats were milked first to eliminate the risk of SRLV transfer via milking equipment.

### 2.3. Blood Sampling and RNA Isolation

Blood was collected from the animals between day 70 and day 80 of lactation, and RNA was extracted from nucleated blood cells according to the procedures described by Pławińska-Czarnak [19]. Total RNA was isolated from blood samples using a Total RNA Mini Kit (A&A Biotechnology, Gdynia, Poland), according to the manufacturer’s protocol.

#### RNA Quality Assessment

The quantity and purity of RNA were determined by NanoDrop spectrophotometer (NanoDrop Technologies, Wilmington, DE, USA). The purity of total RNA was confirmed by absorbance ratio A260/A280 values ranging between 2.01 and 2.07. RNA quality and integrity were analyzed using an Agilent 2100 Bioanalyzer (USA) and an RNA 6000 Nano Kit (Agilent Technologies, Waldbronn, Germany). Total quality RNA was rated using an RNA Integrity Number (RIN) generated by Agilent Software Expert. All information and sample data were collected in a custom database, described by Pławińska-Czarnak et al. [24]. Only RNA samples with an RIN ≥ 8.5 were included in the analysis.

### 2.4. Microarray Analysis

The experiment was performed using a common reference design: the common reference comprised a pool of equal amounts of RNA from seven SRLV-SN goats of both Polish breeds (PWI, *n* = 4 and PFI, *n* = 3) in their fourth lactation. These RNA samples were not used as the experimental samples in the microarray analysis. As was mentioned above, experimental samples were collected from SRLV-SN and SRLV-SP goats at the peak of their first lactation (*n* = 4 in each group). RNA was isolated from PBNCs.

Two-color microarrays were used. On each microarray, 300 ng of a cRNA Cy3-labeled common reference sample and 300 ng of a cRNA Cy5-labeled SRLV-SN goat or an SRLV-SP goat (each from a single goat) were hybridized.

The gene expression profile analysis was performed using a SurePrint G3 Goat Gene Expression Microarray, 8 × 60 K, with approximately 50,000 transcripts on each microarray (Agilent Technologies, Santa Clara, CA, USA) and an Agilent Technologies Reagent Set, according to the manufacturer’s instructions. A RNA Spike-In Kit was used as an internal control, and a Low Input Quick Amp Labeling Kit was applied to amplify and label (as Cy3 or Cy5) the target RNA to generate complementary RNA (cRNA) for oligo-microarrays. A Gene Expression Hybridization Kit (Agilent Technologies) was used for fragmentation and hybridization, and a Gene Expression Wash Buffer Kit (Agilent Technologies) was used to wash the slides after hybridization. Hybridization intensities were acquired and analyzed using an Agilent DNA Microarray Scanner G2505C.

### 2.5. Signal Detection and Statistical Analysis

After microarray scanning, the data were extracted and the background subtracted according to the standard procedures contained in the Agilent Feature Extraction (FE) software, version 10.7.3.1. FE performs Lowess normalization.

The statistical analysis was performed using Gene Spring software ver. 14.9.1 (Agilent Technologies). The statistical significance of the differences was evaluated using moderated *t*-test with a corrected *p*-value cut-off of 0.05, and a multiple testing correction was performed using a Benjamini and Hochberg False Discovery Rate (FDR) < 5%. Microarray data were deposited in the Gene Expression Omnibus data repository under the number GSE121259.

### 2.6. Validation of Microarray Data

Reverse transcription-quantitative PCR (RT-qPCR) was used to confirm the microarray results. The expressions of the following four genes were validated: *Capra hircus* GTPase, IMAP family member 2 (*GIMAP2*)*, Capra hircus* G protein-coupled receptor 37 (*GPR37*)*, Capra hircus* scavenger receptor cysteine-rich family member with five domains (*SSC5D*), and *Capra hircus* senataxin (*SETX*).

The sequences of the chosen genes were obtained from Ensembl or the NCBI database. Primers were designed using Primer-Blast (free software available online provided by NCBI, U.S. National Library of Medicine) and verified using Oligo Calc: Oligonucleotide Properties Calculator [25,26] to exclude sequences showing self-complementarity. The secondary structures of the amplicons were examined using the m-fold web server [27]. The two reference genes: 18S ribosomal RNA (18S rRNA—protein synthesis) and ribosomal protein large, P0 (*RPLP0*) were chosen based on previously-published results [28]. Additionally, the stability of the reference genes was validated using the GeNorm and NormFinder programs. All primer sequences are listed in Table 1. The RT-qPCR reaction was performed in triplicate using SYBR Select Master Mix (Applied Biosystems, Beverly, MA, USA) on a Stratagene Mx3005P Quantitative PCR instrument (Agilent Technologies), according to the manufacturer’s protocol. The conditions of the reactions were established according to the manufacturer’s protocol and comprised the following steps: polymerase activation at 95 °C for two minutes, then 40 cycles of amplification (denaturation at 95 °C for 15 s, annealing at 58 °C for 15 s, and extension at 72 °C for one minute).

All measurements were collected in triplicate for each biological sample and the mean value was used for further calculations. Results were calculated using the 2^−ΔΔCT^ method [29].

To identify signaling pathways and gene function, the microarray data were analyzed using Pathway Studio 12.4.0.3 [30].

## 3. Results

The results of the microarray analysis revealed significant changes in the expression of only four of approx. 50 thousands genes: namely, *GIMAP2, SSC5D,* and *SETX* demonstrated higher expression in SRLV-SP goats than in SRLV-SN goats, whereas *GPR37* demonstrated lower expression in the SRLV-SP goat group (Table 2). 

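Gene expression in PBNCs was measured in 4 SRLV-SN and 4 SRLV-SP goats, 1 array per goat. Blood was taken between day 70 and day 80 of lactation. On every array the cRNA of the goat was labelled with Cy5 and the common reference with Cy3, and the dyes were not swapped, so a dye effect that differs between transcripts stays in each ratio but cancels between the groups. The reference was a pool of RNA from 7 SRLV-SN goats, 4 PWI and 3 PFI, in the fourth lactation. The 8 arrays lay on 1 slide, with all SRLV-SN arrays in row 1 and all SRLV-SP arrays in row 2, so that the row of the slide and the group cannot be told apart. The goats were of the breeds PWI and PFI, and the breed of each of the 8 goats was not matched to its array here. The authors deposited the signal intensities of the scanner for each spot. Feature Extraction 10.7.3.1 had subtracted the background and applied a linear and Lowess dye normalization within each array. From these processed signals the log2 ratio of Cy5 to Cy3 was taken for 61657 spots outside the controls, and the spots of 1 probe were averaged, which left 49689 probes for 33170 transcripts. The reference table of the goat genome (assembly ARS1.2) gave a gene name for 15005 of these transcripts (45.2%). In the channel of the goat, between 34148 and 37194 probes were well above background on the SRLV-SN arrays (median 34306) and between 33739 and 33983 on the SRLV-SP arrays (median 33923). In the channel of the reference, the range was from 30252 to 30974 and from 29888 to 31068, respectively. No spot was saturated. A probe present in 2 spots had a median SD between its spots of 0.082 on the log2 scale, against a median SD between goats of one group of 0.24 for the same probes, so the number of goats, and not the spot, limits the precision. The groups were compared with limma, a linear model with a moderated test, and the p-values were adjusted over all 49689 probes by the Benjamini-Hochberg method.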

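Of the genes in Table 2, the reference table names GPR37 by its identifier on the array, XM_005679413.2. GIMAP2 and SSC5D were identified by a probe whose fold change equals that of Table 2 within 0.0005, so their fold changes are not independent of Table 2. These transcripts were XM_005701952.2 for GIMAP2, which the reference table lists as LOC102182589, and XM_013971634.1 for SSC5D. For SSC5D, a probe of another transcript met the same tolerance, but it ranked 10156 by p and was not used. Each of these 3 transcripts has 2 probes, and the values are those of the probe with the higher mean intensity. For GIMAP2 and SSC5D the probe that matches Table 2 is the dimmer one. The log2 ratio to the reference of the GIMAP2 transcript was -0.67 ± 0.087 (SD, n = 4) in SRLV-SN goats and 0.66 ± 0.14 (SD, n = 4) in SRLV-SP goats, a log2 fold change of 1.33 (standard error 0.096, adjusted p = 0.0239 from limma). For the SSC5D transcript the ratios were -0.32 ± 0.13 and 0.73 ± 0.34, a log2 fold change of 1.05 (standard error 0.17), which did not pass the threshold of 0.05 (adjusted p = 0.203 from limma). At its dimmer probe, which matches Table 2, the log2 fold change was 1.14, just short of the threshold (adjusted p = 0.0514 from limma). The GPR37 transcript had a log2 ratio of 0.52 ± 0.49 in SRLV-SN goats and -3.22 ± 0.19 in SRLV-SP goats (adjusted p = 0.0239 from limma). On all 6 probes of the 3 transcripts, every SRLV-SP goat lay on the same side of every SRLV-SN goat (exact two-sided permutation test for each probe, p = 0.0286, the smallest p that 4 goats against 4 allow). This separation is not an independent test for any of the 3 genes, since Table 2 selected them from these same arrays. The transcripts of GIMAP2 and SSC5D were also chosen by the fold change and, for SSC5D, by p. Leaving out single goats moved the adjusted p of GIMAP2 the most, to 0.131 without SRLV-SN replicate 2, in a range from 0.00403 to 0.131 over the alternatives other than a replicate block, while the log2 fold change stayed between 1.29 and 1.40 when each goat was left out in turn. From its array data the paper states that the expression of 4 genes changed among all those on the array.

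**Figure D1:**
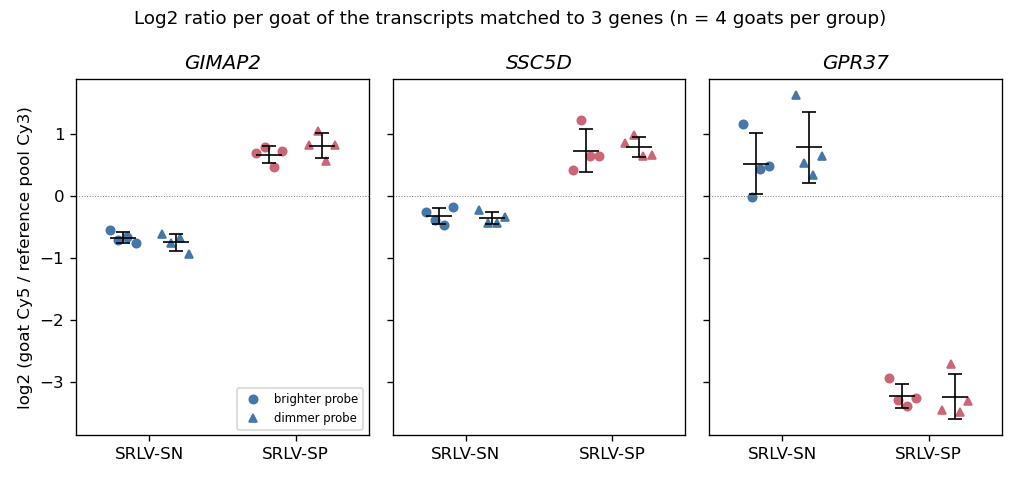
Log2 ratio of the goat (Cy5) to the reference pool (Cy3) for both probes of the transcripts matched to GIMAP2, SSC5D and GPR37 in 4 SRLV-SN and 4 SRLV-SP goats. Each symbol is 1 goat, circles stand for the brighter probe and triangles for the dimmer probe, and black bars give the mean and SD of the group. In GIMAP2 and SSC5D every SRLV-SP goat lies above every SRLV-SN goat, and in GPR37 every SRLV-SP goat lies below.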

RT-qPCR validation of these showed significant changes in expression were observed for *GIMAP2, GPR37,* and *SSC5D*, with the same direction of changes; however, no significant difference was observed for *SETX*. These results are presented in Table 2.

The activity of the protein products of the *GPR37*, *GIMAP2*, and *SSC5D* genes has been described in relation to the immune response in humans and other animals.

As presented in Figure 1, *SSC5D* demonstrates high expression in monocytes and CD4^+^ T-cells during the early stages of SRLV-infection regulating the innate immune response.

The protein product of the *GIMAP2* gene also interacts with monocytes and CD4^+^ T-cells; however, not directly. Its expression is regulated by innate immune agents such as Il-7 and Il-7R, as well as GIMAP7: another member of the IMAP family (Figure 2). Both proteins SSC5D and GIMAP2 are directly (SSCD5) or indirectly (GIMAP2) involved in the cellular response of the monocyte/macrophage lineage in lentiviral infection, and their activity could be connected with viremia.

The downregulation of the *GPR37* gene (Figure 3), visible in the pathway analysis, seems to be due to extracellular cues and the activation of intracellular signal transduction pathways.

Although the microarray result was not confirmed by RT-qPCR in the case of the *SEXT* gene, links were observed between small ruminant lentivirus infection and SEXT regarding certain cellular processes, such as transcription process, immune response, and transcription termination (Figure 4). The pathways presented are similar to the changes occurring in HIV-1 infection (Figure S1).

The links between all genes were studied in detail (Figure 5). The proteins coded by the *GPR37*, *SSC5D, GIMAP2*, and *SETX* genes are involved in various cellular processes, as well as in several diseases, including lentiviral infection. As the goats used in the study were 1.5 years old, and their somatic development was not finished, it is not surprising that the identified cellular processes included cell growth and differentiation. However, changes in autophagy and apoptosis processes could be associated with virus elimination.

## 4. Discussion

The immune response to lentivirus infection is a complex and dynamic process, and so far, little has been uncovered about how the immune system responds to these infections in goats. Nevertheless, the topic remains the subject of much research [11,12,18,21,35].

Our findings indicate that, of approximately 50,000 studied transcripts, only three genes (*GPR37*, *GIMAP2*, and *SSC5D*) demonstrated different expression in goat PBNCs at the peak of the first lactation as a result of SRLV infection. This is a surprisingly low number, as microarray studies typically reveal changes in the expression of several hundred or even thousands of genes, and some of these are then selected to verify the microarray using RT-qPCR [36,37,38]. 

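In limma's comparison of the 4 SRLV-SP with the 4 SRLV-SN goats, 5 of the 49689 probes passed an adjusted p of 0.05. Among them were both probes of the GPR37 transcript, which were lower in SRLV-SP goats, and both probes of the GIMAP2 transcript, which were higher. The next probe, the dimmer probe of the SSC5D transcript, had an adjusted p of 0.0514. At an unadjusted p under 0.05 there were 4989 probes (10.0%), where 2484 would be expected by chance. The reference channel, with the same pool on every array, gave 3052 in the same comparison of the processed Cy3 signal and 4185 after normexp and quantile normalization. The alternative that moved the count most was a normexp background correction with loess normalization, which called 45 probes, 16 higher and 29 lower in SRLV-SP goats. Single goats also moved the count: it was 0 without SRLV-SN replicate 3 or SRLV-SN replicate 4, with 3744 and 4233 probes at an unadjusted p under 0.05, 1 without SRLV-SN replicate 2 or SRLV-SP replicate 1, 2 without SRLV-SP replicate 4, 8 without SRLV-SN replicate 1 and 10 without SRLV-SP replicate 2. The sensitivity of the comparison was tested on simulated data with 200 changed probes among 49641 and the spread of these arrays. The test recovered 48.4% of the probes changed 2-fold, 63.2% of those changed 2.83-fold, 79.6% of those changed 4-fold and 97.6% of those changed 16-fold, and 5.74% of its calls were false. These rates hold for 200 changed probes. With fewer changed probes the adjustment is stricter, and the rates would be lower. In the arrays themselves, where 5 probes passed, a probe changed 7.16-fold had an adjusted p of 0.0753 from limma. Many 2-fold changes, and some larger ones, would therefore not be detectable with 4 goats in each group.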

The *SSC5D* gene codes for soluble scavenger receptor cysteine-rich domain-containing protein (SSC5D), which binds to extracellular matrix proteins. Gonçalves et al. [39] suggest that *SSC5D* has restricted expression, being exclusively expressed by monocytes/macrophages and T lymphocytes. Moreover, it is possible that SSC5D is active at the interface of innate and adaptive immunity. An expression analysis of lymphoid cells revealed that SSC5D is primarily expressed in monocytes and also in T lymphocytes, but is absent in B lymphocytes. Monocytes/macrophages, as the main targets of SRLV, play a key role in the infection process, spreading the virus and providing antigens, costimulatory signals, and cytokines, these being inducers or regulators of the immune response. SRLV infects monocyte-line cells in the bone marrow of a susceptible host. Circulating monocytes do not show a high degree of replication of the virus: it is only after their maturation into macrophages that viral replication begins. The main target tissues include those of the mammary gland, synovia, lung, and central nervous system [40]. Monocyte/macrophage line cells are heterogeneous, reflecting the plasticity and versatility of responses to environmental stimuli required for effective immune defense. The classic macrophage (M1 phenotype) and alternative activation (M2 phenotype) depend on the presence of molecules secreted by CD4^+^ T cells [41]. Examples of direct links between the SSC5D protein and monocytes and CD4^+^ T cells during lentivirus infection are shown in Figure 1.

The *GIMAP2* (GTPase, IMAP Family Member 2) gene encodes GTPases of immunity-associated proteins (GIMAPs). *GIMAP* genes are grouped in chromosomal clusters and are abundantly expressed in cells of the immune system. GIMAPs are a distinct family of GTPases that controls apoptosis in lymphocytes and plays a central role in lymphocyte maturation and lymphocyte-associated diseases [42]. However, until now, there have been no scientific reports on the involvement of these genes, or the relationship between them, on the inflammation caused by the lentivirus in goats. Although Kaba et al. [15] report differences in the subpopulations of T lymphocytes, viz. CD4^+^, CD8^+^, TCR1-N6, WC1-N2, and WC1-N3, in goats chronically infected with SRLV [15] it should be stressed that unlike viruses such as HIV-1, SRLV does not infect lymphocytes [8]. Nevertheless, *GIMAP* genes have been described in the context of many diseases in humans and, importantly, are associated with the early cellular response induced by RNA viruses, including lentiviruses [43].

Studies on the gene expression profile of HCV (Hepatitis C Virus)-infected liver fibrosis in humans found *GIMAP2* to be upregulated in the early stage of the disease as compared to the later stages [44]. A study of the transcriptomic and epitranscriptomic landscape of HIV-infected cells (SupT1 cells: a CD4^+^ T-cell-line) by Cristinelli et al. [42] revealed the presence of four out of the seven GTPase immuno-associated proteins (*GIMAP*) included GIMAP2.

As was mentioned above, differences have been found between the subpopulations of T lymphocytes in goats chronically infected with SRLV. The percentage of whole subpopulations of T lymphocytes was higher in SRLV-SP goats than in SRLV-SN goats [15]. However, Ponti et al. [45] report elevated levels of CD8^+^ lymphocytes with no concurrent change in CD4^+^ cells, suggesting that changes may be characteristic of an early stage of the infection in goats. Further research is needed regarding the possible linkage of the increased GIMAP2 expression in blood leukocytes in goats in the early stages of SRLV infection.

Unlike GIMAPs, SRLV has been found to influence the expression of the *SSC5D* gene in T lymphocytes, and trigger *GIMAP2* gene transcription in the spleen, lymph nodes, thymus, and leukocytes [44]. In turn, GIMAP2 plays a crucial role in lymphocyte maturation at the early stage of infection.

The most surprising result was the change in expression of the *GPR37* gene. Its expression was significantly reduced in SRLV-SP goats relative to SRLV-SN goats (Table 1). 

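The GPR37 transcript was measured by 2 probes. On the SRLV-SN arrays, the processed Cy5 signal of the brighter probe was 96.2, 68.9, 65.6 and 76.9 scanner units for replicates 1 to 4, well above background on all 4 arrays. On the SRLV-SP arrays it was 3.70, 6.54, 3.83 and 6.25, well above background on none. The dimmer probe showed the same pattern, with signals from 53.7 to 79.3 in SRLV-SN goats and from 3.07 to 5.33 in SRLV-SP goats. Because the transcript was not well above background in any SRLV-SP goat, its fold change is not a measured value. A floor was set for each SRLV-SP array, the higher of the lowest signal well above background and the probe's own signal. Against this floor, the SRLV-SN signal was 12.6-fold higher at the brighter probe and 12.0-fold higher at the dimmer probe. The floor is not a detection limit. The dimmer probe of LOC102189502 had signals of 15.8, 9.23, 11.7 and 11.5 on the SRLV-SP arrays and was well above background on 0 of them. These values are therefore not strict lower bounds, and the paper's RT-qPCR gave a smaller fold change. Both GPR37 probes passed the threshold (adjusted p = 0.0239 from limma for each probe). The signal of the reference pool at the brighter probe was well above background on 7 of the 8 arrays, and its log2 change between the SRLV-SP and the SRLV-SN arrays was -0.29 in the processed signal scaled to its percentile 75 (adjusted p = 0.844 from limma) and -0.089 after normexp and quantile normalization (0.736). Under the normexp correction with loess, which adds an offset of 50 to each signal, the fitted log2 change was -0.74 (adjusted p = 0.0281 from limma, in a range from 0.00412 to 0.0978 over the alternatives). The call at the brighter probe was lost without SRLV-SN replicate 3 (adjusted p = 0.0968 from limma), SRLV-SN replicate 4 (0.0978), SRLV-SP replicate 1 (0.0697) or SRLV-SP replicate 4 (0.0795). The dimmer probe lost it when any of these goats was left out, and also without SRLV-SN replicate 2 (0.131) or SRLV-SP replicate 3 (0.0540). A transcript with this pattern, above background on all arrays of one group and none of the other at each of its probes, arose in 4 of the 35 ways of splitting the 8 goats into groups of 4, the real split included.

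**Figure D2:**
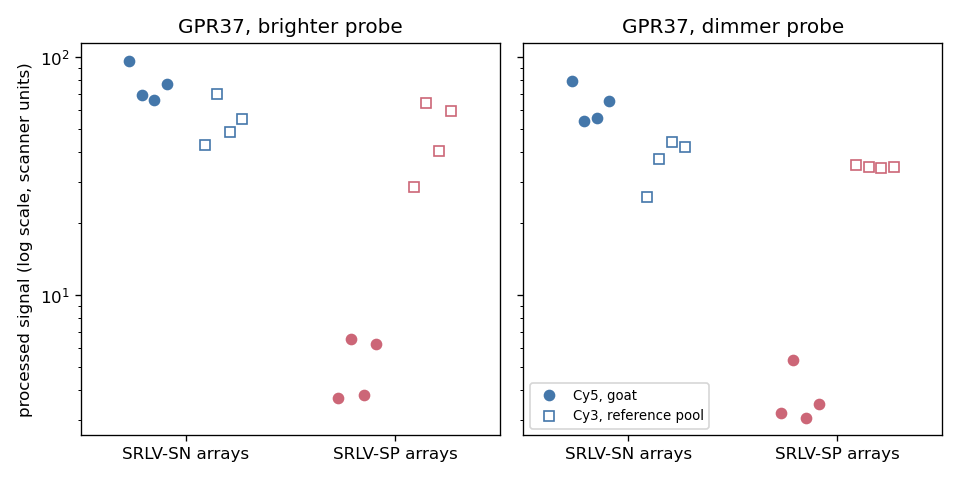
Processed signal of both GPR37 probes on a log scale, in scanner units, for the 4 SRLV-SN and the 4 SRLV-SP arrays. Filled circles are the goat (Cy5) and open squares the reference pool (Cy3), and each symbol is 1 array. The Cy5 signals lie above 50 on every SRLV-SN array and below 7 on every SRLV-SP array, while the Cy3 signals of both groups of arrays overlap.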

*GPR37* codes for the G protein-coupled receptor 37 protein, which contains seven transmembrane domains and is found in cell and endoplasmic reticulum membranes. G protein-coupled receptors are involved in translating outside signals into G protein-mediated intracellular effects [46]. To date, the *GPR37* gene has been studied and widely described in Parkinson’s disease [47,48,49,50], in the central nervous system [51,52], and in multiple cancers [53,54,55] and also in various mouse tissues [56]. Bang et al. [57] found GPR37 to regulate macrophage phenotypes, such as the proinflammatory M1 phenotype and anti-inflammatory M2 phenotype; they also indicate that in macrophages, GPR37 regulates phagocytosis in inflammatory processes of mouse skin. GPR37-expressing macrophages may contribute to the reduction of inflammatory pain [58].

Qu et al. [34] report that a decrease in *GPR37* expression results in increased expression of pro-inflammatory cytokines (e.g., IL-1β) and mutual suppression of the expression of anti-inflammatory cytokines in macrophages; for example, it suppresses IL-10, which participates in the differentiation of cells into M2 macrophages [34] (Figure 3). This suggests that low expression of *GPR37* promotes the M1 phenotype. Jarczak et al. [11] found both decreased expression of *IL-1β* at both mRNA and protein levels in blood leukocytes/serum of SRLV-seropositive, asymptomatic goats; however, no differences in *Il-10* mRNA level or concentration were observed between the 2nd and upper 3rd lactation [11]. Nevertheless, GPR37 deficiencies cause dysregulation of pro-inflammatory and anti-inflammatory cytokines and a decrease in macrophage activity [34]. Therefore, the decreased expression of *GPR37* found in our study may be associated with the inhibition of monocyte/macrophage apoptosis and the promotion of the spread of the provirus to the marrow and then to the target tissues. Our present findings and those of Jarczak et al. [11] indicate that downregulation of *GPR37* gene expression occurs only at the early stage of infection.

Liu et al. [53] report that *GPR37* knockdown induced S phase arrest, with a concomitant reduction in the number of cells in the G1 phase compared to control siRNA, implying that *GPR37* can curtail the G1-S transition of the cell cycle, and thus cell growth. Transient knockdown of *GPR37* by siRNA in HuH7 cells significantly reduced apoptosis in hepatoma cells, with activation of the *3-Akt* phosphatidylinositol signaling pathway (Figure 3). Relatively few studies have examined the actions of *GPR37* during its low activity. It may be possible that a similar mechanism of limiting apoptosis occurs in macrophages infected with SRLV, thus promoting their spread in the organism. Our findings indicate decreased expression of *GPR37*, which may mean that low levels of its protein products influence macrophage phenotypes by failing to suppress the expression of pro-inflammatory cytokines (IL-1β) and preventing the increased expression of anti-inflammatory cytokines (IL-10 and TGF-β) [57].

It seems that GPR37 may play an important role in the macrophage polarization process in the first stage of SRLV infection. Jarczak et al. [18] found that goats infected with SRLV for many years demonstrated lower expression of *IFN-γ, IL1α, IL-1β,* and *IL-6* mRNA and higher expression of *TNFα* in blood leukocytes. At the protein level, they report lower concentrations of IL1α and IL-1β in the serum of infected goats. However, certain methodological differences exist between these two studies: for example, one uses goats infected for many years (and were at least three-years-old) while the present study uses goats in the early stage of infection, and in their first lactation; however, in all cases, none of the goats had any sign of CAE. Figure 3 shows the importance of the direction of regulation of the *GPR37* gene affecting the production of pro-inflammatory and anti-inflammatory cytokines.

Figure 5 shows the synergy of mutual interactions of the altered genes identified in the present study. All are involved in the body’s cellular response, which in the first stage, is associated with the spread of SRLV in the organism. The hierarchical arrangement of the *SSC5D*, *GIMAP2–GIMAP7* heterodimer, *GPR37,* and *SETX* genes, and their participation in the regulation of cellular processes (Figure S2).

*SETX* (senataxin) is also a protein-coding gene. Its protein product is known to play a role in transcription, neurogenesis, and antiviral response [59]. Suraweera et al. [60] report that SETX participates in transcriptional regulation through its ability to modulate RNA Polymerase II binding to chromatin and through its interaction with proteins involved in transcription [60]. The protein encoded by this gene contains a DNA/RNA helicase that may be involved in both DNA and RNA processing, and in diverse aspects of RNA metabolism and genomic integrity; for example, SETX plays a role in DNA repair and in the coordination of transcriptional events [61]. It is also involved in the response to DNA double-strand break damage generated by oxidative stress [62]. Vantaggiato et al. [63] described the function of SETX in neurite outgrowth in hippocampal cells through fibroblast growth factor 8-activated signaling pathways and in the inhibition of retinoic acid-induced apoptosis. SETX also plays a role in the development and maturation of germ cells, which is an essential process for male meiosis, acting at the interface of transcription and meiotic recombination [64].

Similar levels of *SETX* expression were observed in the SRLV-SN and SRLV-SP goats, suggesting that the 1.5-year-old goats are still in their development phase. *SETX* is known to be involved in a range of activities associated with RNA metabolism, genome integrity, DNA repair, and transcription coordination. As the protein product (SETX) attenuates viral transcription by forcing premature transcription termination, *SETX* can be regarded as an antiviral gene. In addition, TAF4, a transcriptional cofactor of *SETX*, has also been found to reduce transcription activation by premature transcription termination [59,65]; similarly, *SETX, XRN2*, and *RRP6/EXOSC10* are believed to act as cooperative genes to force premature termination of RNA transcription in HIV-1 infection [66,67] (Figure S1). However, the microarray result was not confirmed by RT-qPCR, and further study is needed to determine the processes connected to *SETX* activity. Changes in the immune response and the demonstrated disease processes observed between the two groups may have been the result of SRLV already beginning to exert its effect.

However, the present study included young animals that had been naturally infected approximately 1.5 years previously, when the animals had yet to show any clinical signs of the disease. It seems that the slow process of SRLV infection in these goats manifests by changes to the expressions of only a few genes. This phenomenon also confirms earlier findings that in the immune system of asymptomatic goats, the virus triggers changes in the expression of acute-phase proteins and cytokines at only a very low rate [11,12].

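Among the cytokines and acute-phase proteins that the paper names from earlier studies in blood leukocytes, 6 of 10 could be matched to a transcript on the array by name. They were IFNG, IL10, IL1A, IL1B, IL6 and TNF, so no acute-phase protein is covered. The paper cites changes in both directions for these cytokines, which the median of the list and a test of its shift do not address. None of the 6 passed an adjusted p of 0.05 over all probes, and none passed it adjusted over the list alone. The median log2 fold change of the list was -0.25 (-0.16 without SRLV-SN replicate 4), with 2 of the 6 genes higher in SRLV-SP goats. The camera test of limma, which sets a gene list against all other genes, gave an adjusted p of 0.140 over the 12 lists tested, in a range from 0.0205 to 0.570 over the alternatives. The list passed the threshold with the Cy5 channel alone (adjusted p = 0.0205 from limma's camera), with only probes above background on all arrays (0.0392) and with ratios scaled to the spike-in controls (0.0408), the last of these chosen after the data were seen. Its median was -0.39 with the Cy5 channel alone and -0.41 with only probes above background on all arrays. With the spike-in scaling the median was only -0.057, while that of all probes was 0.23. For interferon-stimulated genes, 12 of 33 could be matched. Their median log2 fold change was 0.15 with 11 of the 12 higher in SRLV-SP goats (adjusted p = 0.129 from limma's camera), and 1 of them passed the threshold when adjusted over the list alone but not over all probes. This list passed with normexp and loess (adjusted p = 0.0348 from limma's camera), with only probes above background on all arrays (0.0392), without SRLV-SN replicate 4 (0.0144) and without SRLV-SP replicate 4 (0.0288), in a range up to 0.511. Without SRLV-SN replicate 1 the median was 0.021, with 7 of the 12 genes higher, and without SRLV-SP replicate 3 it was 0.091, with 9 higher, while it was 0.25 without SRLV-SN replicate 4 and 0.24 without SRLV-SP replicate 4. A pass by camera is weak evidence for either list, since 30 of the 35 splits of the goats passed by camera for at least 1 list. Under fry, which uses the correlation of the genes in the data, neither list passed (adjusted p = 0.697 for each). The list means per goat gave p = 0.286 for the cytokines and 0.171 for the interferon-stimulated genes (exact permutation test). From the small number of changed genes, the paper proposes that the slow infection shows as changed expression of only a few genes.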

This study is the first to demonstrate that the *SSC5D*, *GIMAP2*, and *GPR37* genes present on the approx. 50,000 *Capra hircus* microarray are differentially expressed at the early stage of SRLV infection. Their targeted analyses indicate links between immune system elements and lentivirus infection. As these genes are likely connected to the innate response to viral infection, further study on the role of their protein products at the early stage of CAE in goats is needed.

In the future, the expression of these genes could be used as early markers of SRLV infection in young goats, up to 1.5 years of age. Furthermore, a comparative analysis of selected genes of SRLV infected goats both asymptomatic and with CAE sign could be recommended, as Bilbao-Arribas et al. [68] proposed in their miRNA studies in sheep.

## 5. Conclusions

In our study, only four genes from approximately 50,000 were found to be differentially expressed; however, the differences in their expressions indicate the presence of an active inflammatory process in the SRLV-SP goats at the early stage of SRLV infection. Moreover, targeted analyses of the *SSC5D*, *GIMAP2*, and *GPR37* genes indicate links between immune system elements and lentivirus infection. Despite the fact that SRLV does not infect lymphocytes, by modifying the expression of studied genes in leukocytes and in organs or glands, the virus can indirectly affect the activity of the protein products of these genes in the inflammation process caused by the lentivirus in goats. Protein products of the studied genes, especially SETX and GPR37, also appear to directly affect the processes related to somatic growth and development of 1.5-year-old goats.

## Figures and Tables

**Figure 1:**
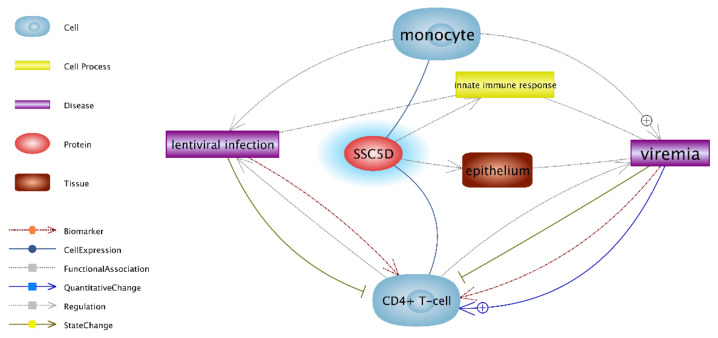
Direct links between the SSC5D protein and monocytes and CD4^+^ T cells during lentivirus infection. Upregulated expression of the *SSC5D* gene in PBNCs of SRLV-SP vs. SRLV-SN goats, as analyzed by the Pathway Studio program [30]. The blue line highlights the upregulation of the gene in SRLV-SP goats vs. SRLV-SN goats. SSC5D—scavenger receptor cysteine-rich family member with five domains (alias S5D-SRCRB); PBNCs—peripheral blood nuclear cells; RT-qPCR—quantitative reverse transcription PCR; SRLV-SP—small ruminant lentivirus-seropositive; SRLV-SN—small ruminant lentivirus-seronegative.

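The transcript matched to SSC5D, which the reference table does not name, was well above background in both channels on all 8 arrays. Its dimmer probe had a log2 ratio of -0.36 ± 0.098 (SD, n = 4) in SRLV-SN goats and 0.78 ± 0.16 (SD, n = 4) in SRLV-SP goats. The log2 fold change was 1.14 (standard error 0.10, adjusted p = 0.0514 from limma), and the adjusted p ranged from 0.0111 to 0.218 over the alternatives, not counting further filters on dim probes tried after the data were seen, which all called this probe (lowest adjusted p = 0.00942 from limma). It passed the threshold of 0.05 in 7 of the alternatives: with the series values as the authors deposited them, with each of 3 filters on dim probes, with array weights, with an intensity trend and robust estimation, and with ratios scaled to the spike-in controls. The last of these and 1 of the 3 filters were chosen after the data were seen. The brighter probe did not pass it in any alternative.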

**Figure 2:**
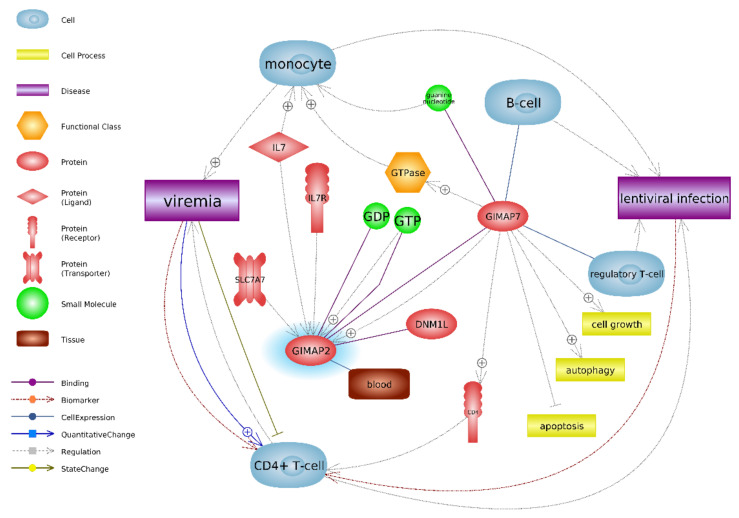
Interactions between proteins, cells, and lentiviral infection for the *GIMAP2* gene in PBNCs, as analyzed by the Pathway Studio program [30]. Blue highlights upregulation in SRLV-SP goats vs. SRLV-SN goats; GIMAP2—GTPase, IMAP family member 2; GIMAP7—GTPase, IMAP family member 7 (GIMAP7 -> GIMAP2 can stimulate both its own GTPase activity and that of GIMAP2 by dimerization and the provision of a catalytic arginine finger); DNM1L—dynamin-1-like protein (gene encodes a member of the dynamin superfamily of GTPases); SLC7A7—solute carrier family 7 member 7 (regulates 11 gene expression signature genes, including GIMAP2, IL10RA, and IL18as); IL7R—interleukin 7 receptors (->Regulation IL7R->GIMAP2; the signal given by IL-7/IL-7R affects the regulation of apoptosis, cell cycle progression, and differentiation, cell type CD4^+^ T cell); GDP—guanosine diphosphate; GTP—guanosine triphosphate; IL7—interleukin 7; CD4^+^ T-cell—T-cell surface glycoprotein CD4 precursor (this gene encodes a membrane glycoprotein of T lymphocytes that interacts with major histocompatibility complex class II antigens and is also a receptor for the human immunodeficiency virus).

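For GIMAP2, both probes of the matched transcript were well above background in both channels on all 8 arrays. The reference table places this transcript on no chromosome and gives the name GIMAP2 to another gene, which has 0 probes matched on the array. The dimmer probe, whose fold change is that of Table 2, had a log2 ratio of -0.74 ± 0.14 (SD, n = 4) in SRLV-SN goats and 0.81 ± 0.20 (SD, n = 4) in SRLV-SP goats. Its log2 fold change was 1.55 (standard error 0.12, adjusted p = 0.0239 from limma) and stayed between 1.47 and 1.64 when each goat was left out in turn, but the threshold was lost in 6 of these 8 fits (largest adjusted p = 0.161 from limma, without SRLV-SN replicate 2). None of the 7 GIMAP genes set as a list before the data were examined could be matched to the array by name, so the other family members have no value by name. GIMAP genes lie in a cluster and resemble each other, and the signal of related transcripts at these probes was not separated here.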

**Figure 3:**
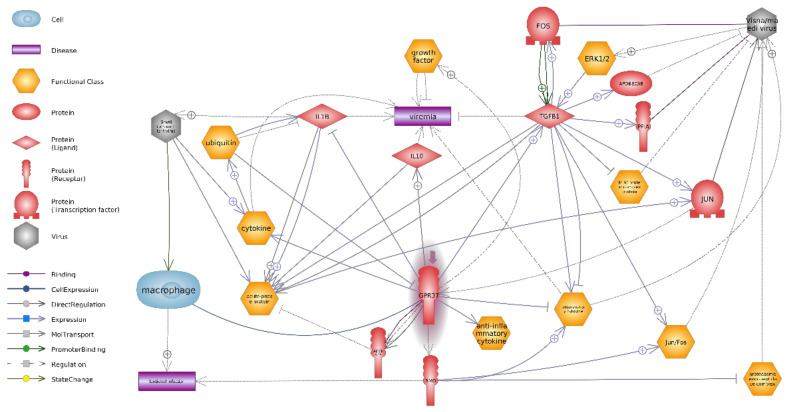
Involvement of GPR37 in processes related to the cellular response to infection with small ruminant lentiviruses/visna-medi virus in goats. Pink highlights downregulation; GPR37—G protein-coupled receptor 37; FOS-Fos proto-oncogene, (AP-1 transcription factor subunit) is a protein coding gene. These genes encode leucine zipper proteins that can dimerize with proteins of the JUN family, thereby forming the AP-1 transcription factor complex. The interaction between Fos and Jun targets the Tat visna virus and promotes its replication in monocytes and macrophages after their differentiation. Fos-Jun activation can influence the activation of many cellular genes; this could intensely affect cell and viral growth and thus play a role in the pathogenesis of the visna virus; TGFB1—*TGFβ*1 gene encodes a secreted ligand of the TGF-beta (transforming growth factor-beta) superfamily of proteins. This protein regulates cell proliferation, differentiation, and growth, and can modulate the expression and activation of other growth factors, including interferon gamma and tumor necrosis factor alpha [31]. IL1B-interleukin 1β; IL-10 interleukin 10; APOBEC3B—apolipoprotein B mRNA editing enzyme catalytic polypeptide-like 3. The antiviral APOBEC3 protein is packaged into the forming virions and limits replication by causing mutations in viral cDNA. PPIA (aliases CYPA, Cyclophilin A)—the *PPIA* gene encodes a member of the peptidyl-prolyl cis-trans isomerase (PPIase) family. In goat SRLV, *Vif* can exploit the host cellular PPIA protein as a co-factor for caprine APOBEC3 degradation. [32]; SMO (Smoothened). The *SMO* gene encodes a member of the Frizzled family of G protein-coupled receptors, which is connected with the hedgehog (Hh) signaling pathway. In humans, SMO inhibits infection by HIV-1 and limits the spread of HIV-1 infection by suppressing the formation of viral DNA [33].

**Figure 4:**
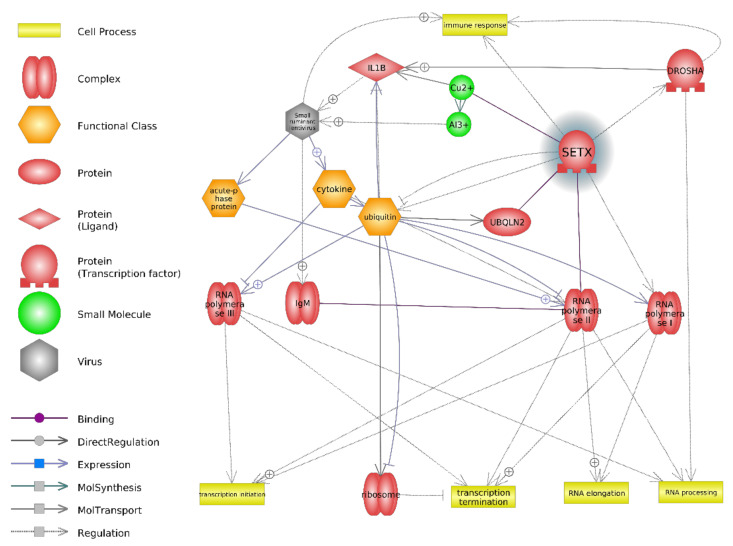
Interactions between proteins, cell process, and lentiviral infection for the protein product of the *SETX* gene in PBNCs. DROSHA—gene encoding a ribonuclease (RNase) III double-stranded RNA-specific ribonuclease. IL1B—interleukin 1β; IgM—Immunoglobulin M.

**Figure 5:**
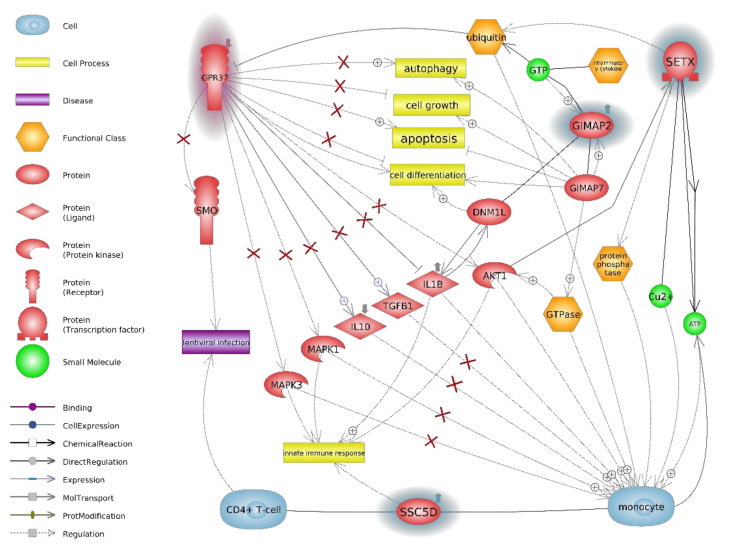
The interactions between proteins, cells, and lentiviral infection for GPR37 in connection with SSC5D, GIMAP2, and SETX on the *Capra hircus* microarray. Blue highlights upregulation; pink highlights downregulation; GPR37—G protein-coupled receptor 37; SMO—Smoothened, seven transmembrane spanning receptor; MAPK3—mitogen-activated kinase 3; IL1B—interleukin 1β; IL10—interleukin 10; AKT1—AKT serine/threonine kinase 1; TGFB1—transforming growth factor β-1; MAPK1—mitogen-activated protein kinase 1; DNML—dynamin-1-like protein; SETX—senataxin; SSC5D—scavenger receptor cysteine-rich family member with five domains; GDP—guanosine diphosphate; GTP—guanosine triphosphate; GIMAP2—GTPase, IMAP family member 2; GIMAP7—GTPase, IMAP family member 7 (GIMAP7 -> GIMAP2 can stimulate both its own GTPase activity and that of GIMAP2 by dimerization and the provision of a catalytic arginine finger). Low *GPR37* expression de facto increases the expression of pro-inflammatory cytokines (e.g., IL-1β) which favors the maturation of monocytes to an M1 macrophage phenotype; however, it also suppresses the expression of anti-inflammatory cytokines (e.g., IL-10) in macrophages and delimits polarization to an M2 macrophage phenotype [34].

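Of the 23 genes drawn as partners of the 4 genes in the figures, 10 could be matched to a transcript on the array by name. Their median log2 fold change between SRLV-SP and SRLV-SN goats was 0.035 and their mean was -0.24, so that the median and the mean differ in sign. The list did not pass the threshold (adjusted p = 0.892 from limma's camera), and none of its genes passed over all probes or adjusted over the list alone. IL1B was measured by 2 probes. At its brighter probe the log2 ratio to the reference was 0.27 ± 0.50 (SD, n = 4) in SRLV-SN goats and -0.29 ± 0.68 (SD, n = 4) in SRLV-SP goats, a log2 fold change of -0.57 (exact two-sided permutation test, p = 0.229). The dimmer probe of IL1B also had a log2 fold change of -0.57 (exact permutation test, p = 0.343). These values depend on single goats: with each left out in turn they ranged from -0.81 to -0.33 at the brighter probe and from -0.84 to -0.23 at the dimmer probe, with the smallest sizes without SRLV-SP replicate 2. IL10 was lower in SRLV-SP goats by 2 probes, with log2 fold changes of -0.74 (exact permutation test, p = 0.0571) and -0.61 (exact permutation test, p = 0.0286), neither of which passed the adjustment over all probes (adjusted p = 0.458 and 0.293 from limma). TGFB1 could not be matched to a transcript by name.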

**Table 1:** Names, symbols, and NCBI accession numbers of genes and primers used in RT-qPCR verification of the microarray results.

Gene Name (Gene Symbol)	Forward	Reverse	NCBI Accession Number	Type of Gene/Source
	Primer (5′–3′)			
*Capra hircus* GTPase, IMAP family member 2 (*GIMAP2*)	GCTCATGGACTTGACTGAGA	ACAGCTTGGATTAGGGCTTT	XM_018047470.1	target
*Capra hircus* G protein-coupled receptor 37 (*GPR37*)	TGCAAGGAAAATCCGCAAAG	CAGAAGGAACTGGCTGATGA	XM_005679413.3	target
*Capra hircus* scavenger receptor cysteine-rich family member with 5 domains (*SSC5D*)	GACCTCACCTCAGCCTCTAT	GGTAGGTGGAGAGGTTACTTG	XM_018063058.1 XM_018063057.1	target
*Capra hircus* senataxin (*SETX*)	GGTAGACGGCTTTTCTTTCC	TCTTCTGCTTCCCAAGTTTCC	XM_018056034.1	target
Ribosomal protein large, P0 (*RPLP0*)	CAACCCTGAAGTGCTTGACAT	AGGCAGATGGATCAGCCA	NM_001012682.1	Reference gene [28]
18S ribosomal RNA *(18S rRNA)*	CAAATTACCCACTCCCGACCC	AATGGATCCTCGCGGAAGG	DQ_066896.1	Reference gene [28]

**Table 2:** Differentially expressed genes in the PBNCs of dairy goats at the peak of the first lactation (*n* = 8): a comparison between SRLV-SP and SRLV-SN goats.

Gene Name (Gene Symbol)	Biological Function	*Capra hircus* Microarray (Direction of Expression Changes)			RT-qPCR		
		Fold Change	Regulation	*p*-Value	Fold Change	Regulation	*p*-Value
*Capra hircus* GTPase, IMAP family member 2 (*GIMAP2*)	Protein binding GTP binding, identical protein binding	2.938	up	0.015	2.640	up	0.003
*Capra hircus* scavenger receptor cysteine-rich family member with 5 domains (*SSC5D*)	Fibronectin binding, scavenger receptor activity, protein binding, extracellular matrix binding	2.206	up	0.033	4.309	up	0.012
*Capra hircus* senataxin (*SETX*)	Nucleotide binding, transcription, termination site sequence-specific DNA binding, DNA binding, DNA helicase activity, helicase activity	3.193	up	0.015	1.06	up	0.780
*Capra hircus* G protein-coupled receptor 37 (*GPR37*)	G-protein coupled receptor activity, protein binding, G-protein coupled peptide receptor activity, Hsp70 protein binding	−13.305	down	0.015	−3.892	down	0.002

## Data Availability

Microarray data were deposited in the Gene Expression Omnibus data repository under the number GSE121259. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE121259; (accessed on 24 March 2021). Agilent-083405 Genotypic_EA993_Goat_8x60k_array GPL25675. http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GPL25675; accessed on 24 March 2021.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ani11040940/s1. Figure S1: SETX as the main gene involved in the processes of termination of HIV-1 transcription, Figure S2: Hierarchical arrangement of the SSC5D, GIMAP2–GIMAP7 dimer, GPR37, and SETX genes and their involvement in the regulation of cellular processes.

# Supplementary material for: Gene Expression Profile in Peripheral Blood Nuclear Cells of Small Ruminant Lentivirus-Seropositive and Seronegative Dairy Goats in Their First Lactation
**Source:** Animals (Basel). 2021 Mar 26;11(4):940. doi: 10.3390/ani11040940
**Supplement:** Supplementary file 1

# Supplementary Materials: Gene Expression Profile in Peripheral Blood Nuclear Cells of Small Ruminant Lentivirus-Seropositive and Seronegative Dairy Goats in Their First Lactation

Joanna Pławińska-Czarnak, Alicja Majewska, Joanna Zarzyńska, Janusz Bogdan, Jarosław Kaba, Krzysztof Anusz and Emilia Bagnicka

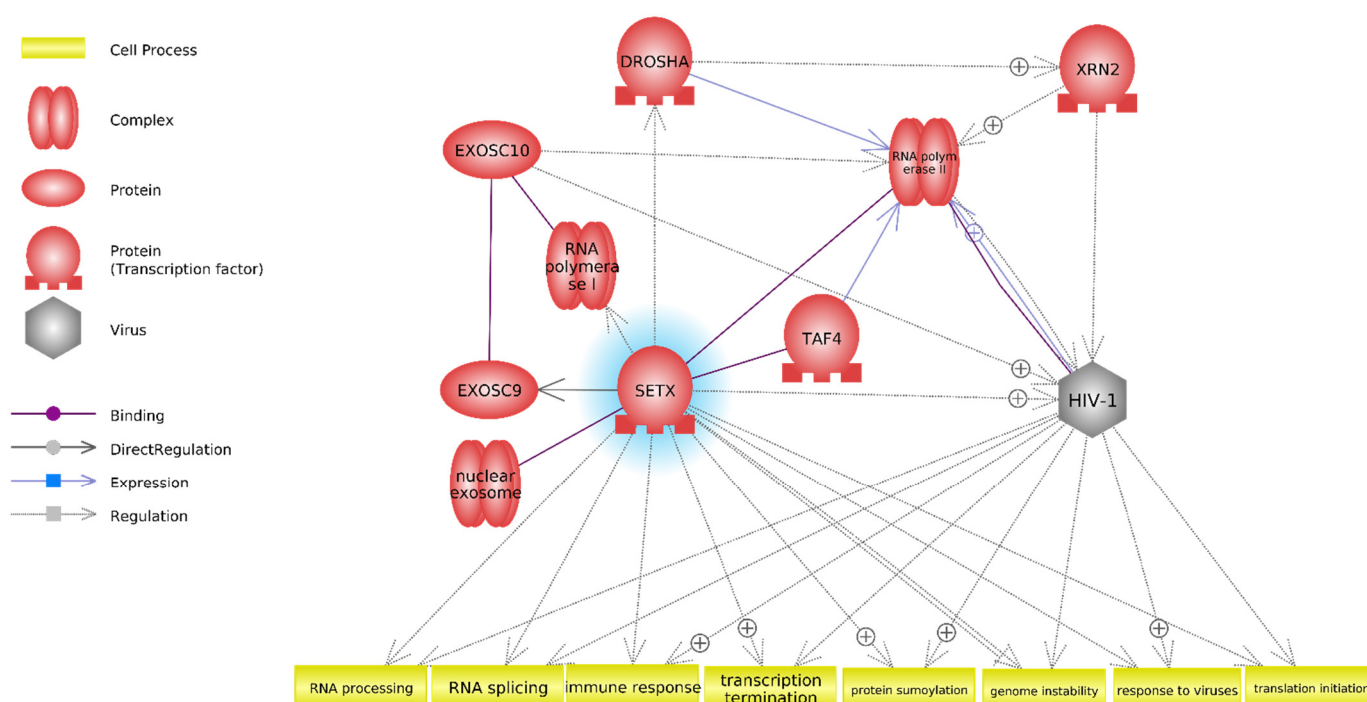

**Figure 1.** *SETX* as the main gene involved in the processes of termination of HIV-1 transcription. Schematic diagram showing connections between regulatory proteins, HIV-1 virus, and their joint participation in the cell processes. *SETX* with *DROSHA*, *XRN2*, and *RRP6/EXOSC10*, can create a complex which causes premature transcription termination in lentiviral infection [68]; *DROSHA*—gene encodes ribonuclease (RNase) III (double-stranded RNA-specific ribonuclease); *TAF4* (alias TATA-Box)—binding protein associated factor 4. TAFs may participate in basal transcription, serve as coactivators, function in promoter recognition, or modify general transcription factors (GTFs) to facilitate complex assembly and transcription initiation. *TAF4*, as a transcriptional cofactor of *SETX*, can reduce transcription activation by premature transcription termination. *RRP6/EXOSC10*—exosome component 10 has 3′-5′ exonuclease activity; *HIV-1*—human immunodeficiency virus 1; *XRN2*—gene encodes ribonuclease (RNase) III (double-stranded RNA-specific ribonuclease); *SETX* and *XRN2*, regulate RNA polymerase II pausing and premature termination and *RRP6* generates a small RNA that represses transcription.

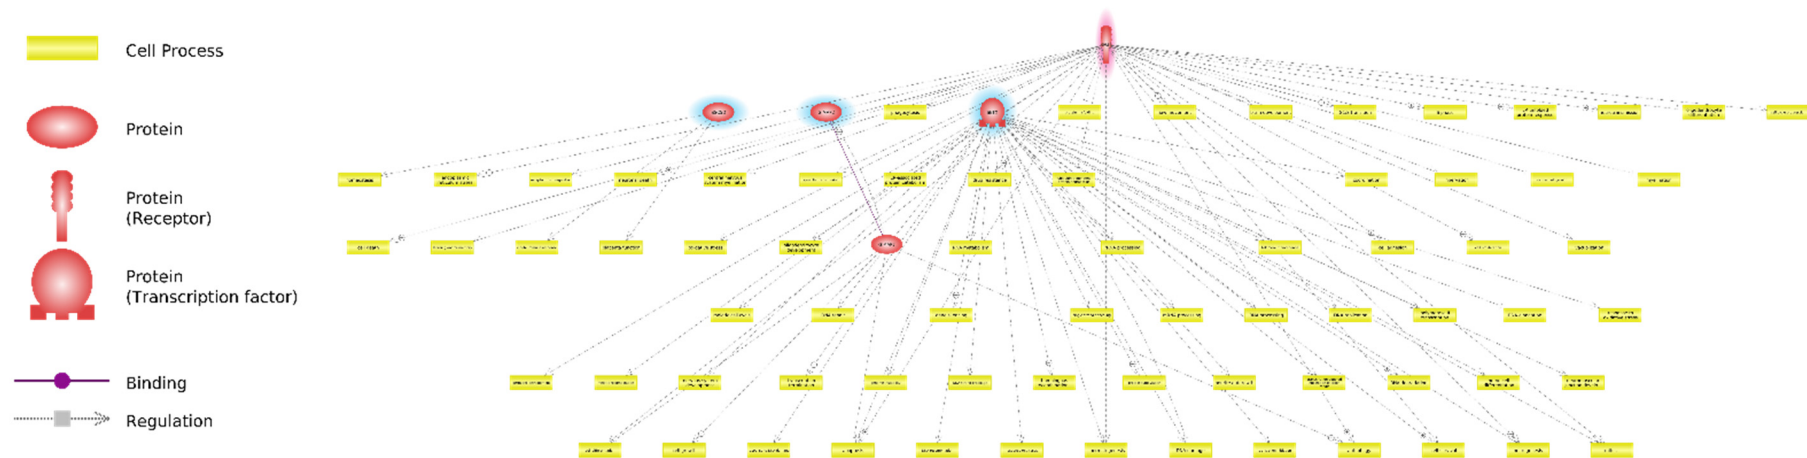

**Figure 2.** Hierarchical arrangement of the *SSC5D*, *GIMAP2*–*GIMAP7* dimer, *GPR37*, and *SETX* genes and their involvement in the regulation of cellular processes.

How the deposited data were processed for this re-analysis (not part of the article)

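The expression of genes in PBNCs of 4 SRLV-SP and 4 SRLV-SN goats was measured on 8 arrays of a custom goat design, with the RNA of 1 goat in Cy5 and 300 ng of cRNA in each channel. The labels and the paper give the same group for every array. The replicate number of an array is also its column on the slide. The row of the slide is the same for all arrays of a group, so an effect of the row cannot be told apart from the group.

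The authors scanned the slide and extracted the data with Feature Extraction 10.7.3.1. The deposited values are signal intensities per spot in both channels. They are the median intensity of the spot and of its local background before subtraction, the intensity after background subtraction, and the processed signal after spatial detrending and linear and Lowess dye normalization. The deposited log10 ratio of Cy5 to Cy3 is the software's own, and the series values that the authors deposited equal this log10 ratio at every spot. Each column of the series values has a median of 0 on that scale. They are not centred by gene, and their direction is that of the goat over the reference. The log10 ratio differs from the ratio of the processed signals, by more than 0.001 on the log2 scale, at between 7773 and 12237 spots of an array. The deposited flags mark spots well above background, saturated spots and outliers.

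From these values the log2 ratio of the processed Cy5 to the processed Cy3 signal was computed with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. Control spots and spots marked as outliers were left out, which removed between 6 and 24 spots of an SRLV-SN array and between 1 and 9 of an SRLV-SP array and left 48 missing values. Replicate spots of a probe were averaged (11968 probes had 2 spots). Correlations of the log2 ratios between arrays ranged from 0.44 to 0.61 across probes. All probes entered the fit, since the paper's text names no filter on dim probes. The groups were compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes) and adjusted by Benjamini-Hochberg, with a threshold of 0.05 on the adjusted p. The spread was estimated with 6 residual and 1.63 prior degrees of freedom. Single probes were also compared by an exact two-sided permutation test of the 8 log2 ratios. The fit was tested on simulated data with known changes before it was run on the arrays.

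Where a probe was not well above background on any array of a group, only a fold change against a floor is given. It sets the mean of the brighter group against, for each array of the dimmer group, the higher of the lowest signal among probes well above background and the signal of the probe itself. Some probes with signals above this floor were not well above background, so the value is not a strict bound. It is taken in the Cy5 channel, which held the RNA of the goat in both groups.

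Probes carry the RefSeq identifiers of their transcripts and no gene names. Names were taken from the reference table of the assembly ARS1.2, without version numbers, and the table named 21601 of the 49689 probes. Its assembly need not be the one the array was designed on, so no coordinates are given. On the array, 15885 probes are marked by the design as able to bind more than 1 transcript.

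The genes to be named were set by a rule before the data were examined: the genes of Table 2, whose values had been seen by then, IL1B, IL10 and TGFB1, and the 10 probes with the smallest p. Gene lists were also set then. They were the partner genes in the figures, cytokines and acute-phase proteins, the GIMAP family, interferon-stimulated genes, markers of monocytes, neutrophils, T cells, B cells, NK cells, erythroid cells and platelets, proliferation genes, and large ribosomal proteins as a list not expected to change. The lists were tested with limma's camera at a preset correlation between genes of 0.01, with fry as a second test, on the brightest probe of each gene and with adjustment over the 12 lists that could be matched.

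The alternatives were a normexp background correction with an offset of 50 and loess normalization, centring on the median, quantile normalization of the average intensities, the Cy5 channel alone scaled to its percentile 75, the deposited series values, 2 filters on dim probes, keeping the spots marked as outliers, an intensity trend with robust estimation, array weights, a replicate block, averaging the probes of a gene, 2 other thresholds, and leaving out each goat in turn. The normexp correction used the median signals of the spots, as the mean signals were not used here. After the data were seen, a filter on significant signals in both channels, a scaling to the 10 spike-in probes and the other probe of each transcript in Table 2 were added. The reference channel was compared between the groups of arrays with limma, after normexp and quantile normalization and with the processed Cy3 signal scaled to its percentile 75. Where a range of adjusted p-values over the alternatives is given, it leaves out the replicate block, whose result is given with the dependence on the processing, and further filters on dim probes tried after the data were seen.

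A further gene of Table 2 is not reported here. The RT-qPCR measurements and the Pathway Studio analysis of the paper were not analysed here.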

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

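The tests of the SRLV-SN replicate 2 array were set before the data were examined. The tests of transcripts outside Table 2 were chosen only after their values were seen.

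On the array of SRLV-SN replicate 2, 37194 probes were well above background in the channel of the goat, while the other 3 SRLV-SN arrays had between 34148 and 34380. The gap is larger than chance gives in 1 of 20 groups of 4, and 40 groups of values were examined in this way, of which this was the only one so far from the others, where chance would give 2. In the channel of the reference, the same array had 30974 probes, within the range of all 8 arrays, so the difference is in the channel of the goat. The values go both ways on whether this array decides which probes are called. Its loss cannot be told apart from that of SRLV-SN replicate 3 or SRLV-SN replicate 4. Losing a goat did not always lower the number called. The number was 8 without SRLV-SN replicate 1, 7 without SRLV-SP replicate 3 and 10 without SRLV-SP replicate 2. Without SRLV-SN replicate 2, 1 probe was called, with 3694 probes at an unadjusted p under 0.05, the lowest number when each goat was left out in turn. Its removal also gave the largest adjusted p of those fits for GIMAP2 (0.131 from limma) and for the dimmer probes of GIMAP2 (0.161), GPR37 (0.131) and SSC5D (0.218). However, without SRLV-SN replicate 3 or SRLV-SN replicate 4, whose arrays do not stand apart, 0 probes were called by limma, with 3744 and 4233 probes at an unadjusted p under 0.05, and the brighter probe of GPR37 kept its call without SRLV-SN replicate 2 (0.0286) but not without these 2. Whether the goat itself had more transcripts above background was not tested, and no biological explanation was tested.

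The transcript XM_005709707.2, which the paper does not discuss and the reference table does not name, was higher in SRLV-SP goats by a log2 fold change of 2.84 at its dimmer probe (7.16-fold, adjusted p = 0.0753 from limma) and of 2.80 at the other probe (adjusted p = 0.170 from limma). All 4 SRLV-SP goats lay above all 4 SRLV-SN goats at both probes (exact permutation test, p = 0.0286, the smallest p that 4 against 4 allow). At the dimmer probe the transcript was well above background in 3 of the 4 SRLV-SN goats and in all 4 SRLV-SP goats. At the other probe it was so in 2 of the 4 SRLV-SN goats and in all 4 SRLV-SP goats. Both fold changes therefore rest in part on SRLV-SN signals that were not well above background. The adjusted p of that probe ranged from 0.0252 to 0.268 over the alternatives, so the rise does not hold the threshold. A damaged or contaminated spot is argued against by its 3 spots, of which the smallest log2 fold change was 2.68. A difference between SRLV-SP and SRLV-SN goats, including a difference in how the groups were reared and kept, stays open and was not tested.

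Outside Table 2, 11 transcripts with 2 or more probes had every probe changed more than 2-fold the same way at an unadjusted p under 0.001, 4 higher and 7 lower in SRLV-SP goats. None of the 11 had a probe past an adjusted p of 0.05. In the 35 ways of splitting the 8 goats into groups of 4, only 1, the real one, gave as many as 11 such transcripts outside Table 2. The next highest split gave 4 and the median of the other splits was 0. Chance in the grouping of the goats is therefore argued against for their number, but not for any single transcript. Among those named by the reference table were CLEC6A, with log2 fold changes of -1.61 and -1.52, TREM2, with -1.30 and -1.19, and SIGLEC1, with -1.17 and -1.16. These 3 names were chosen after their values were seen, and none of their probes changed direction in any alternative. An effect of the row of the slide cannot be told apart from the group. The infection, the separate pens, the breed and the rearing of the goats stay open as biological explanations. By the paper's methods, SRLV-SN kids were parted from their mothers and fed cow's colostrum and then milk replacer. The SRLV-SP kids received colostrum from their mothers.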

How the results depend on the processing

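The number of probes called was 5, and 10 or more were called under several of the alternatives. It was 45 with normexp and loess, 10 with the Cy5 channel alone, 10 with the series values, 16 with probes above background in Cy5 on 4 arrays, 20 with probes above background on all arrays, 25 with an intensity trend and robust estimation, 3 with the probes of a gene averaged and 15 at an adjusted p under 0.1. Fewer probes are tested under the filters and under averaging, and the threshold is wider in the last. For the others the cause was not tested. It was 5 with median centring, the outlier spots kept or a 2-fold threshold added, and 7 with array weights. Quantile normalization of the average intensities leaves the log ratios as they are and tests nothing, though it is among the alternatives counted below. Of the 5 probes, all were among those called in each of these settings except with probes above background on all arrays, where 3 were, since this filter removes GPR37, which therefore has no value there, and with averaging, where probes are not kept apart. When each goat was left out in turn the number ranged from 0 to 10. It was 0 without SRLV-SN replicate 3 or SRLV-SN replicate 4 (3744 and 4233 at an unadjusted p under 0.05), 1 without SRLV-SN replicate 2 or SRLV-SP replicate 1, 2 without SRLV-SP replicate 4, 7 without SRLV-SP replicate 3, 8 without SRLV-SN replicate 1 and 10 without SRLV-SP replicate 2. These fits have 1 goat less.

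The direction of GIMAP2, SSC5D and GPR37 was the same in all 68 alternative values, 11 of which lost the threshold and none of which gained it. With each goat left out in turn, the log2 fold change of GIMAP2 ranged from 1.29 to 1.40, that of SSC5D from 0.89 to 1.16 and the fitted value of GPR37 from -3.91 to -3.52. The fitted values of GPR37 are not measured fold changes, since its probes were not well above background in any SRLV-SP goat. The threshold was lost in 5 of these fits for GIMAP2 (largest adjusted p = 0.131 from limma, without SRLV-SN replicate 2) and in 4 for GPR37 (0.0978, without SRLV-SN replicate 4). The fitted value of GPR37 was much smaller with normexp and loess, -0.74 against -3.73, since the offset of 50 added to each signal is larger than the signals of the SRLV-SP goats.

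In all, 22 filters on dim probes were tried, 2 of them set before the data were examined and the others added after the data were seen, because the adjusted p-values of Table 2 were smaller than those computed here. Of these, 4 called exactly 4 transcripts. With probes whose signal was significant in both channels on 4 arrays, 6 probes were called, from 4 transcripts. Scaling to the spike-in controls, also chosen after the data were seen, called 12 probes. It moved the median log2 fold change of all probes from 0.031 to 0.23, and 10 of its calls were higher and 2 lower in SRLV-SP goats, against 3 and 2 without it. It also raised the number of probes at an unadjusted p under 0.05 from 4989 to 11330. This number was 6028 with the Cy5 channel alone and 3694 without SRLV-SN replicate 2.

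The replicate number is the column of the slide and not a pairing of goats. Goats with the same number did not deviate together, with correlations across probes between 0.0035 and 0.028. With the number as a replicate block, limma called 0 probes (5161 at an unadjusted p under 0.05), with the same log2 fold change of 1.33 for GIMAP2 and the same fitted value of -3.73 for GPR37, and it called 0 in the reference channel (4255 at an unadjusted p under 0.05).

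In the reference channel, limma called 0 probes (4185 at an unadjusted p under 0.05), and 0 with the processed Cy3 signal (3052). With each array left out in turn it called between 0 and 2, the 2 without SRLV-SP replicate 2.

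Of the 12 gene lists, 1 passed the threshold by camera. It was 3 with normexp and loess, 2 with the Cy5 channel alone, 3 with probes above background on all arrays and 2 with scaling to the spike-in controls, and between 1 and 3 with each goat left out in turn (3 without SRLV-SN replicate 1 or SRLV-SP replicate 3, 2 without SRLV-SN replicate 4 or SRLV-SP replicate 4). The cause was not tested. The monocyte markers passed in every alternative, with adjusted p-values from 0.000413 to 0.0288. Their median was smallest in size with scaling to the spike-in controls. There it was -0.22, with 2 of the 6 genes higher in SRLV-SP goats, against -0.42 with the main processing. Of 263 alternative values of the list medians, 31 changed sign, all of lists that did not pass the threshold. With each goat left out in turn, the median ranged from -0.012 to 0.042 for the partner list, from -0.082 to 0.097 for T cell markers, from -0.079 to 0.16 for NK markers, from -0.21 to 0.16 for platelet markers and from -0.023 to 0.020 for ribosomal proteins, against 0.035, -0.010, 0.0055, 0.035 and -0.0045 with all goats. The T cell median was also 0.19 with scaling to the spike-in controls and 0.0098 with averaging, and the erythroid median, 0.20 with the main processing, was -0.0027 with normexp and loess. For platelets it was -0.12 with normexp and loess, -0.0016 with the Cy5 channel alone, -0.076 with the series values and -0.15 with each of 3 filters on dim probes. For the ribosomal proteins it was 0.022 with normexp and loess, 0.044 with the Cy5 channel alone, 0.0045 with array weights, 0.19 with scaling to the spike-in controls and 0.0026 with averaging. The cause was not tested.

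Of 223 alternative values of the other named probes, 184 kept their direction and side of the threshold, 14 lost the threshold, 23 gained it and 2 changed sign. The sign changed with normexp and loess at the dimmer probes of LOC102189502 and XM_005680061.2, where the fitted values became -0.00089 and -0.063. Both probes were well above background on 0 of the 8 arrays in either channel, so their fitted values are not fold changes, and the offset of 50 is far above their signals. Signal over background limits what the arrays can show: 67.9% to 74.9% of the probes were well above background in the channel of the goat.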

Differences from the paper's values

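For GIMAP2, the paper reports a fold change of 2.938, and the brighter probe of the matched transcript gave 2.52. Of the alternatives set before the data were examined, the mean of both probes (2.72) came within the spread between goats of the paper's value, and the others, from 2.16 with normexp and loess to 2.64 without SRLV-SP replicate 3, did not. The dimmer probe, added after the values were seen, gave 2.94, and scaling to the spike-in controls, also chosen after the values were seen, gave 2.89. SSC5D is not called at its dimmer probe, while the scaling to the spike-in controls called it there.

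The paper's p-value for GIMAP2 is 0.015, and limma gave an adjusted p of 0.0239. Of the alternatives set before the data were examined, those within 1.5 times of the paper's value were median centring (0.0218), the Cy5 channel alone (0.0136), array weights (0.0137), averaging of probes (0.0108) and leaving out SRLV-SP replicate 3 (0.0161). The others were not. For GPR37, with the paper's value again at 0.015 and 0.0239 from limma, only median centring (0.0218) and array weights (0.0137) did.

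For SSC5D, the paper reports a p-value of 0.033, and limma gave an adjusted p of 0.203 for the brighter probe. None of the alternatives, set before the data were examined or added later, came within 1.5 times of the paper's value at this probe. Its dimmer probe, which matches the fold change of Table 2 and was added after the values were seen, had an adjusted p of 0.0514. SSC5D, which the paper calls and limma did not, was called at its dimmer probe with the series values (adjusted p = 0.0390 from limma), with probes above background in Cy5 on 4 arrays (0.0197), with probes above background on all arrays (0.0111), with an intensity trend and robust estimation (0.0390), with array weights (0.0355), and at an adjusted p under 0.1. Among settings chosen after the values were seen, it was called with ratios scaled to the spike-in controls (0.0256) and with probes significant in both channels on 4 arrays (0.0293). The last of these gave adjusted p-values of 0.0149 for GIMAP2 and GPR37 and called 4 transcripts, so it drops neither of them. It is 1 of 22 filters on dim probes tried, of which all but 2 were chosen after the values were seen. All 22 called the dimmer probe of SSC5D (adjusted p from 0.00942 to 0.0452 from limma), 6 of them removed GPR37, 6 brought the p-values of GIMAP2, SSC5D and GPR37 within 1.5 times of the paper's, and 4 of these called exactly 4 transcripts. The number of transcripts called ranged from 4 to 19 over the filters.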

Other observations

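The tests of chance in the grouping for the called probes, the probes at an unadjusted p, the gene lists and the reference channel, of blood cell types, of the loss of a whole cell type and of neighbouring genes were set before the data were examined. The tests of the slide, of the GPR37 probes, of a variant, of monocytes as the source of the GPR37 change, of chance for the monocyte markers, for the GPR37 pattern and its size, for the reference probes at an unadjusted p and for the spike-in controls, of a technical difference behind the probes at an unadjusted p, and of the GIMAP cluster were chosen only after the result was seen.

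The real split of the 8 goats called 5 probes, and it was the only 1 of 35 splits into groups of 4 that called as many. The next highest number was 3. It was also the only 1 of the 35 with as many as 4989 probes at an unadjusted p under 0.05. The next highest split had 4480 and the median of the others was 1996. Chance in the grouping is therefore argued against for both counts, at the smallest share that 35 splits allow (0.0286). In the reference channel, limma called 0 probes (4185 at an unadjusted p under 0.05). As a count of 0 is reached by all 35 splits whatever the data, it tests nothing. Only 1 of the 35 splits, the real one, had as many as 4185 reference probes at an unadjusted p under 0.05 (next highest 3617), and with the processed Cy3 signal 2 of the 35 had as many as the 3052 of the real split. Chance is argued against for the first of these counts and stays open for the second. Since the same pool was on every array, a difference there is technical, and the row of the slide may be its cause. A shift of the reference channel is argued against as the whole cause of the 4989 probes, whose median absolute log2 change was 0.076 in the processed Cy3 signal and 0.46 in the ratio. As part of the cause, a technical difference between the groups of arrays cannot be told apart from a difference between the goats, because row and group coincide. For the 5 called probes, an effect of the position on the slide or of the hybridization on both channels of a spot is argued against, since their largest change in the reference channel was 0.29 on the log2 scale in the processed Cy3 signal and 0.089 after normexp and quantile normalization, and their smallest change in the ratio was 1.33. An effect of the row of the slide, of labelling or of RNA handling on the channel of the goat alone cannot be told apart from the group. The breed of the goats was not tested and stays open as a difference between the groups, as do the infection, the separate pens and the feeding of the kids after birth.

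Several explanations may be set against the loss of the GPR37 signal in SRLV-SP goats. A failed or damaged probe is argued against, since 2 separate probes show it and the reference pool was above background at them on 7 and 6 of the 8 arrays. The loss of a cell type that expresses GPR37 was tested only in part. Only 1 transcript with 2 or more probes, GPR37 itself, was above background in all SRLV-SN goats and in no SRLV-SP goat. The loss of a cell type with several transcripts found in no other blood cell is therefore argued against. Transcripts shared with other cells would fall only in part, which this count cannot see, so the loss of a cell subset stays open. Fewer monocytes of all kinds are argued against as the whole cause, since the median of the monocyte markers was -0.42 while GPR37 was 12.6-fold lower against the floor. Chance in the grouping stays open for a pattern of this kind, as 4 of the 35 splits gave at least 1 such transcript, and 2 of the 35, the real one included, gave a transcript whose every probe differed by as much as those of GPR37 at a p as small. A variant or deletion in the gene shared by the SRLV-SP goats also stays open. The reference pool, made of other goats, was above background at the brighter probe on 7 of the 8 arrays, and no genotypes were analysed here. Regulation of the gene in SRLV-SP goats is a further hypothesis that the arrays cannot set apart from these.

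Of the lists of marker genes for blood cells, 1 passed the threshold by camera. The 6 of 12 monocyte markers matched on the array had a median log2 fold change of -0.42, and 0 of the 6 were higher in SRLV-SP goats (adjusted p = 0.00381 from limma's camera). Without SRLV-SP replicate 2 the median was -0.26, with 1 gene higher (0.0250). Under fry, which uses the correlation of the genes in the data, the list did not pass (adjusted p = 0.680), nor did any other list. None of the 6 genes passed over all probes, and 2 passed adjusted over the list alone. The mean of the list per goat was -0.37 ± 0.13 (SD, n = 4) in SRLV-SN and -0.82 ± 0.38 (SD, n = 4) in SRLV-SP goats (exact two-sided permutation test, p = 0.0857). Chance in the grouping is not excluded: 30 of the 35 splits passed the threshold by camera for at least 1 list, and 3 of the 35 moved the mean of the monocyte markers by as much. Whether a different mix of blood cell types, with fewer monocytes, may underlie part of the called changes cannot be told apart from chance at this number of goats, as only 1 list of markers passed and as many passed in most splits.

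The other lists did not pass by camera. The medians were -0.23 for neutrophil markers (7 genes, adjusted p = 0.140 from limma's camera), -0.010 for T cell markers (10 genes, 0.896), 0.27 for B cell markers (6 genes, 0.140), 0.0055 for NK markers (5 genes, 0.896, with a mean of -0.022), 0.20 for erythroid markers (4 genes, 0.847), 0.035 for platelet markers (6 genes, 0.896, with a mean of -0.076), -0.23 for proliferation genes (9 genes, 0.140) and -0.0045 for large ribosomal proteins (10 genes, 0.896, with a mean of 0.039). For T cell markers the mean was 0.017, so that for these 4 lists the median and the mean differ in sign. None of the 7 genes of the GIMAP list was matched by name. With each goat left out in turn, the median ranged from -0.39 to -0.0046 for neutrophil markers, from 0.16 to 0.52 for B cell markers, from 0.014 to 0.45 for erythroid markers and from -0.41 to -0.11 for proliferation genes. Leaving out single goats brought some of these lists past the threshold: neutrophil markers without SRLV-SP replicate 3 (adjusted p = 0.00148 from limma's camera), B cell markers without SRLV-SP replicate 3 (0.000646) or SRLV-SN replicate 1 (0.0351), and proliferation genes without SRLV-SN replicate 1 (0.00793). The B cell markers also passed with normexp and loess (0.0432).

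Genes with a small p could lie beside each other in the genome, as they would if a shared region or a copy number difference moved them together. Of 60 genes placed on a chromosome with an unadjusted p under 0.001, 9 had another of them within 10 genes, against a median of 7 in 10000 random draws (one-sided permutation test, p = 0.307). Placement by chance accounts for this number.

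A hypothesis for GIMAP2 is that the genes in the GIMAP cluster shifted as a whole. Between the outermost named GIMAP genes of the reference table lie 39 genes, of which 4 are on the array with 5 probes, all under LOC names. LOC102182589, the transcript matched to GIMAP2, is not among them, as the reference table places it on no chromosome, and the gene that the table names GIMAP2 has 0 probes matched on the array. All 5 probes were higher in SRLV-SP goats, here and in each alternative fitted per probe, with a median log2 fold change of 1.12 and none past the adjusted threshold (smallest adjusted p = 0.175 from limma). The mean over the 4 genes was -0.58 ± 0.29 (SD, n = 4) in SRLV-SN and 0.35 ± 0.19 (SD, n = 4) in SRLV-SP goats (exact two-sided permutation test, p = 0.0286, the smallest p that 4 against 4 allow). Whether GIMAP2 shifted with the cluster cannot be told apart from signal shared between related genes. The matched transcript has no place in the genome, and the cluster was examined after its probes had been seen. Of the 5 probes, 2 are marked as able to bind more than 1 transcript. These 2 had log2 fold changes of 0.36 and 0.36, while the unmarked probes had 1.85, 1.12 and 1.17. The marked probes alone therefore do not account for the rise.

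The spike-in controls, which are added in known amounts to each channel, had a mean log2 ratio of -2.94 ± 0.11 (SD, n = 4) on SRLV-SN arrays and -3.14 ± 0.10 (SD, n = 4) on SRLV-SP arrays (exact two-sided permutation test, p = 0.0571). Of the 35 splits, 2 separated the spike-in ratios by as much, so chance in the grouping is not excluded. A different content of mRNA in the RNA of the goats was not tested and stays open.

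Of the 10 probes with the smallest p, 4 belong to transcripts outside Table 2. Of these, XM_013971878.1 was lower in SRLV-SP goats at its brighter probe, with a log2 fold change of -0.67 (adjusted p = 0.0753 from limma, from 0.00928 to 0.279 over the alternatives). All 4 SRLV-SP goats lay below all 4 SRLV-SN goats (exact permutation test, p = 0.0286).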
